# Id Proteins Suppress E2A-Driven Invariant Natural Killer T Cell Development prior to TCR Selection

**DOI:** 10.3389/fimmu.2018.00042

**Published:** 2018-01-24

**Authors:** Sumedha Roy, Amanda J. Moore, Cassandra Love, Anupama Reddy, Deepthi Rajagopalan, Sandeep S. Dave, Leping Li, Cornelis Murre, Yuan Zhuang

**Keywords:** natural killer T cells, innate lymphocytes, Id proteins, E2A, thymus

## Abstract

A family of transcription factors known as E proteins, and their antagonists, Id proteins, regulate T cell differentiation at critical developmental checkpoints. Id proteins promote the differentiation of conventional αβ T cells and suppress the expansion of innate-like αβ T cells known as invariant natural killer T (iNKT) cells. However, it remains to be determined whether Id proteins differentially regulate these distinct lineage choices in early stages of T cell development. In this manuscript, we report that in Id-deficient mice, uninhibited activity of the E protein family member E2A mediates activation of genes that support iNKT cell development and function. There is also biased rearrangement in Id-deficient DP cells that promotes selection into the iNKT lineage in these mice. The observed expansion of iNKT cells is not abrogated by blocking pre-TCR signaling, which is required for conventional αβ T cell development. Finally, E2A is found to be a key transcriptional regulator of both iNKT and γδNKT lineages, which appear to have shared lineage history. Therefore, our study reveals a previously unappreciated role of E2A in coordinating the development of the iNKT lineage at an early stage, prior to their TCR-mediated selection alongside conventional αβ T cells.

## Introduction

The thymic output of a diverse and abundant population of conventional CD4^+^ and CD8^+^ αβ T cells constitutes the adaptive immune system that is necessary for a specific and effective immune response to antigens. A smaller but significant population of unconventional T cells concomitantly develops in the thymus, with innate-like capabilities of mounting a rapid and potent immune response (1). These innate-like T cells have garnered increasing interest as their memory phenotype can be harnessed in the context of allergies, infections, and tumors. Innate-like T cell populations include TCRαβ^+^ natural killer T (NKT) cells, TCRγδ^+^ NKT cells, innate-like CD8^+^ T cells, CD8αα intraepithelial lymphocytes, and mucosal-associated invariant T cells. Invariant NKT (iNKT) cells are among the best characterized innate-like T cells, which arise in parallel with conventional αβ T cells. These cells are thought to stochastically express a canonical Vα14-Jα18 TCRα chain at the CD4^+^CD8^+^ double positive (DP) stage, which allows them to undergo TCR selection mediated by a CD1d molecule expressed on other conventional DP thymocytes (2, 3). γδNKT cells are yet another population of innate-like γδ T cells that express a restricted Vγ1.1Vδ6.3 TCR (4). Both iNKT and γδNKT cells are characterized by high levels of expression of the innate-like transcription factor, promyelocytic zinc finger (PLZF), and readily produce effector cytokines like IL-4 (5, 6). While the transcriptional programs that drive conventional CD4^+^ and CD8^+^ T cell specification and development have been well characterized, little is known about the innate-specific transcriptional programs upstream of PLZF that are responsible for the divergence of innate-like T cells from conventional T cells (7).

Id proteins, primarily produced by *Id2* and *Id3* during T cell development, are inhibitors of the E protein transcription factors E2A and HEB (8, 9). Interestingly, Id proteins play opposite roles in the development of conventional and innate-like T cells, such that they promote the former and suppress the latter. In response to pre-TCR and TCR signals, inhibition of E protein activity by Id proteins plays a critical role in promoting the differentiation and positive selection of conventional αβ T cells, such that disruption of *Id2* and *Id3* impairs conventional αβ T cell development beyond the TCR checkpoint (10). Analogous to αβ T cell development, the function of Id3 in promoting conventional γδ T cell development has also been mapped downstream of the γδ TCR (11). In contrast, large populations of iNKT, γδNKT, and innate variant T_FH_ cells have been observed in the same Id3- and Id2/Id3-deficient animals, indicating a negative role for Id proteins in regulating innate-like T cell development (12–17). However, the mechanism that drives the development and expansion of these innate-like T cell populations in Id-deficient mice is still elusive. Given the reciprocal nature of Id proteins in supporting conventional T cells and suppressing innate-like T cells, it is reasonable to predict that Id proteins control innate-like T cell development through a somewhat distinct mechanism from conventional T cells. Interestingly, Id proteins have been shown to modulate E protein activity during early stages of T cell development (8). Therefore, it remains to be determined whether Id-mediated suppression of these innate-like T cells is limited to cell expansion after selection and lineage commitment, or if it also influences their lineage choice at earlier stages of development.

In this manuscript, we report biased Vα14-Jα18 rearrangements and E2A-driven regulation of genes that promote the iNKT lineage in DP cells of Id-deficient mice. Further, a block in pre-TCR signaling hinders conventional αβ T cell development but fails to eliminate the expanded innate-like iNKT and γδNKT cells in Id-deficient mice. Our study reveals a distinct regulatory event that separates iNKT cell lineage from the conventional αβ T cell lineage prior to the TCR signal. Additionally, we define an E2A-mediated transcription network that supports innate-like iNKT and γδNKT lineages.

## Results

### Absence of Id Proteins Allows E2A to Induce Genes Involved in iNKT Cell Development and Function

Our laboratory and others have shown that the loss of function of Id3 or Id2/Id3 results in a significant increase in numbers of iNKT cells (12, 17–20). We hypothesized that uninhibited E2A activity in the absence of Id proteins may induce genes important for the iNKT developmental program. Therefore, we sought to identify specific downstream gene targets that drive the expansion of iNKT cells in Id2/Id3-deficient mice (Id2^f/f^Id3^f/f^LckCre^+^, LckCre-mediated double knockout or L-DKO) by performing RNA-Seq and E2A ChIP-Seq analysis in L-DKO DP and L-DKO iNKT cells, as representative populations prior to, and after CD1d-mediated selection (Figure 1A). 

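E2A ChIP-Seq, in which DNA bound by E2A is precipitated with an antibody and sequenced, was done on thymocytes sorted from L-DKO mice that were 3 to 5 weeks old. The sample records describe material from 3 to 4 mice. DP cells are the CD4 and CD8 double-positive thymocytes from which iNKT cells are selected by CD1d. There was 1 E2A library and 1 input library, which is sonicated DNA without precipitation, for each of the 2 cell types. Peaks were therefore called once per cell type, and no replicate gives the spread between mice or between libraries. For this reason no p-value is given for any difference between DP and iNKT cells, since peaks within a library are not replicates. The authors aligned the reads to mm9 with Bowtie 1.1.2, keeping reads with a single best position, and called peaks with MACS 1.4.2 at its default settings. The sample records list an input for each cell type, and the deposited lists are named as E2A against input. The deposited lists give the position of each peak and its MACS score, which is the authors' value and equals 10 times the negative log10 of the peak's p-value. The lowest score in both lists was 50.0, which is a p-value of 1e-05. The lists held 17532 DP peaks and 1516 iNKT peaks. The median peak width was 984 bp in DP cells and 1039.5 bp in iNKT cells. The median score was 141 in the DP list, with quartiles of 76.2 and 366, and 79.6 in the iNKT list, with quartiles of 58.5 and 132. A score of exactly 3100 was shared by 258 DP peaks and 4 iNKT peaks, which therefore have no order among themselves. So many equal scores may be a fixed value and not the p-value of each peak. Another 26 DP peaks had a higher score, but whether their p-values are lower than those of the peaks at 3100 is not known. Ranks follow the score as given. The lists give no number of reads, so the depth of each library is unknown. A score also grows with depth, so scores were used to rank, describe and filter peaks within a list, and the same minimum score need not mean the same binding in both lists. Peaks of both lists were compared by position with an overlap of at least 1 bp, and genes were taken from the GENCODE annotation of the same mm9 assembly.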

Comparing the transcription profile of L-DKO iNKT cells to wild type (WT) iNKT cells, we found 552 genes to be upregulated by more than twofold in L-DKO iNKT cells with respect to WT iNKT cells (Figure 1B). Pathway analysis confirmed significant upregulation of genes related to iNKT differentiation and effector function (Figure S1A in Supplementary Material; Figure 1C). Genes essential for iNKT development and function, such as *Tcf7, Sox4*, and *Gzma*, were highly upregulated in iNKT cells deficient in Id proteins (21, 22). A subset of genes upregulated in L-DKO iNKT cells were also upregulated in L-DKO DP cells compared to WT DP cells (Figure 1C). *Zbtb16*, which is highly expressed in WT iNKT cells, was found to be prematurely activated in L-DKO DP cells (5). ChIP-Seq analysis of L-DKO DP and iNKT cells further verified strong E2A binding to the promoter and/or enhancer regions of the highly upregulated genes (Figure 1D), indicating a direct role for E2A in initiating and/or maintaining the transcription of these target genes. 

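The iNKT list held 1 peak within 100 kb of Tcf7, a gene on the minus strand of chromosome 11 from 52065873 to 52096681. This peak, from 52127025 to 52128595, had a score of 432 and ranked 65 among the 1516 iNKT peaks. Its midpoint lay 31.1 kb upstream of the transcription start site, and it overlapped a DP peak from 52126246 to 52128643 whose score was 3100. At this distance it falls outside the 30 kb by which peaks were given to genes. The nearest site to its midpoint among CAGGTG, its reverse complement CACCTG and CAGCTG, at 52127676 to 52127681, was CAGGTG in the sequence TTGCGGGAACCACAGGTGCACAGATCTGAG. DP cells had 23 peaks within 100 kb of Tcf7. One of them covered an intron from 52086466 to 52090963 with a score of 2079, and no iNKT peak was called there. At Gzma, on chromosome 13 from 113884033 to 113891187, peaks of both cell types covered the promoter. The DP peak from 113890697 to 113891811 had a score of 895 and ranked 1899 in its list, and the iNKT peak from 113890693 to 113892395 had a score of 160 and ranked 285. The nearest such E-box was CACCTG at 113891319 to 113891324, within GTTGTCCCTCCTCACCTGCAGTAGTGCTGT. Upstream of Sox4, which lies on chromosome 13 from 29040788 to 29045582, an iNKT peak from 29051079 to 29052331 had a score of 186 and ranked 227. It lay inside a DP peak from 29049365 to 29052576 with a score of 3100. Its E-box CACCTG was at 29051667 to 29051672 in GGGCGCGCTGCACACCTGGCACCGGAGACT. A second iNKT peak upstream of Sox4, from 29083472 to 29084752, had a score of 110. On the downstream side, an iNKT peak from 29015502 to 29016144 had a score of 52.7, ranked 1368 and overlapped no DP peak. The peaks in Zbtb16 were close to the calling threshold in both lists. The iNKT peak, from 48522868 to 48523876 on chromosome 9, had a score of 54.1 and ranked 1311 of 1516. The DP peak that it overlapped, from 48523017 to 48523491, had a score of 54.9 and ranked 16462 of 17532, and a DP peak from 48612641 to 48613114 had a score of 53.2. When only peaks with a score of 100 or more were kept, no peak of either list remained inside Zbtb16. The paper reports higher expression of Tcf7, Sox4 and Gzma in L-DKO iNKT cells and early activation of Zbtb16 in L-DKO DP cells. From this and the peaks in Figure 1D, it proposes a direct role for E2A in starting or maintaining their transcription.

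**Figure D1:**
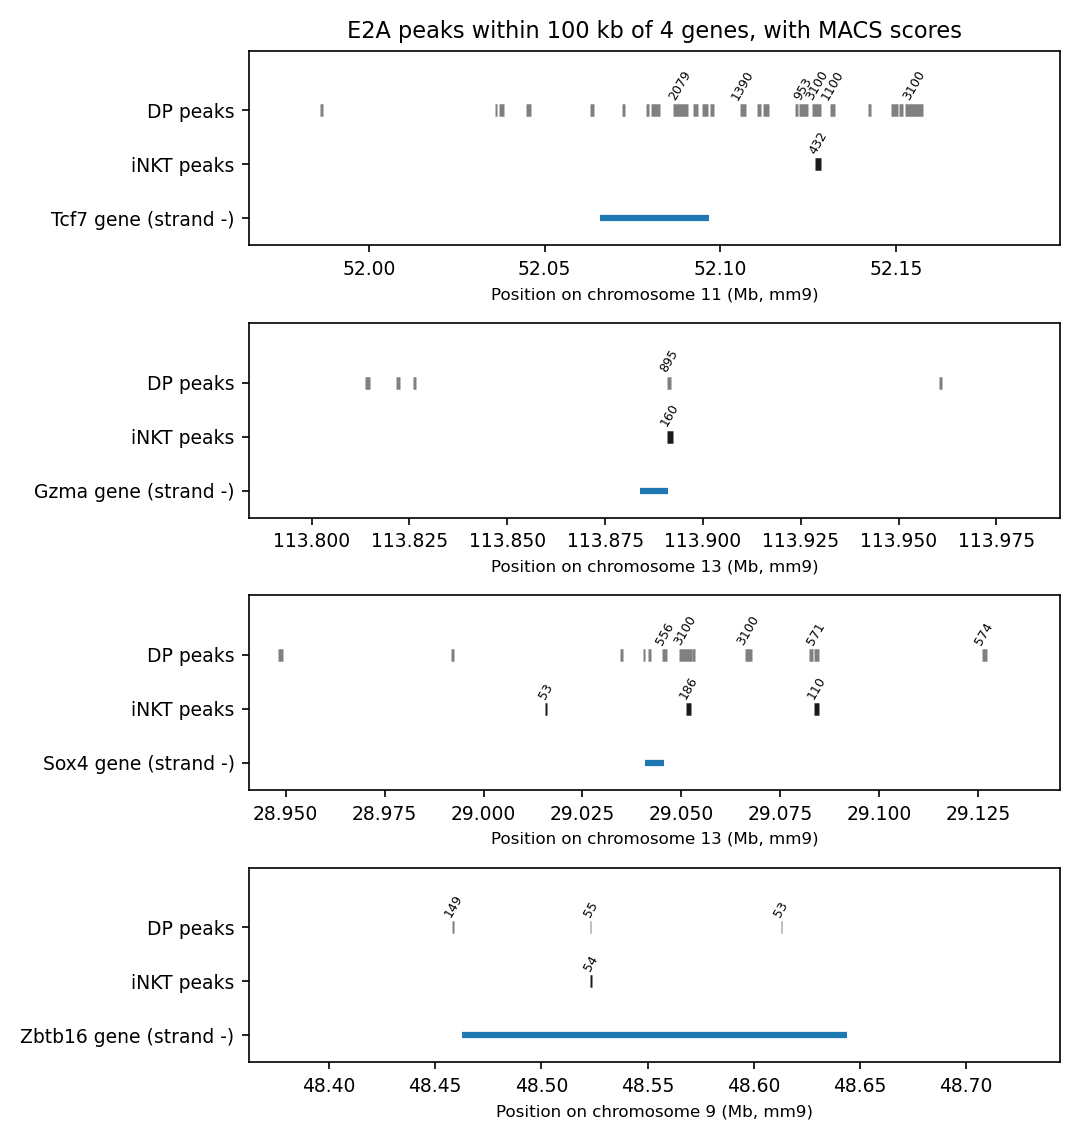
E2A peaks within 100 kb of Tcf7, Gzma, Sox4 and Zbtb16. The horizontal axis is the position in mm9, gray bars are DP peaks, black bars are iNKT peaks and blue bars are the genes. Numbers are MACS scores, given for every iNKT peak, for DP peaks of 500 or more and for every peak at Zbtb16. The iNKT peaks at Tcf7, Gzma and Zbtb16 and those upstream of Sox4 each lie at a DP peak. The iNKT peak downstream of Sox4, with a score of 52.7, does not.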

Overall, these findings suggested E2A-mediated promotion of iNKT cell development in the absence of Id proteins.

**Figure 1:**
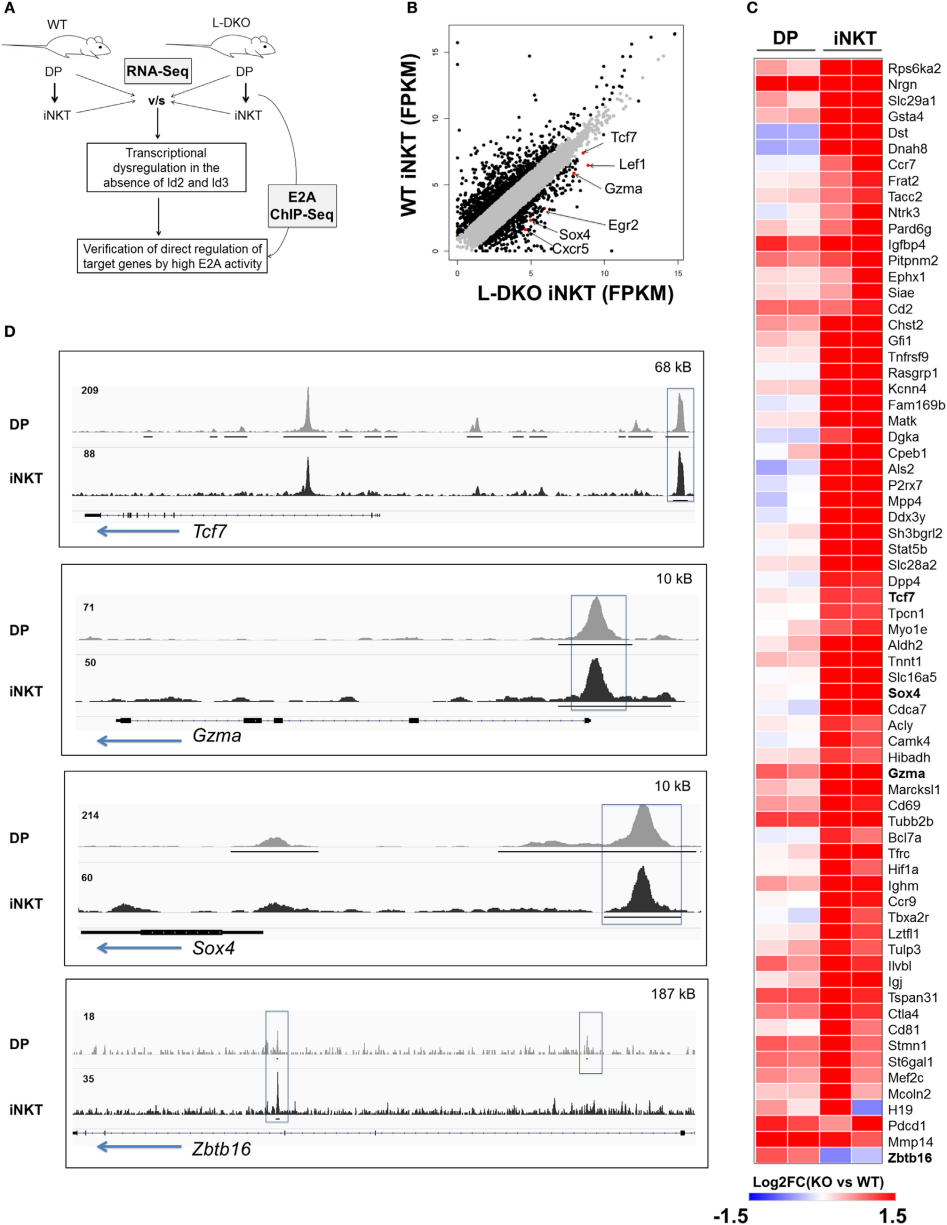
E2A drives transcriptional programs that support iNKT cell development and function in the absence of Id proteins. **(A)** Schematic showing RNA-Seq and ChIP-Seq analysis depicted in **(B–D)**. **(B)** Gene expression (FPKM, fragments per kilobase exon-model per million reads mapped) in wild-type (WT) and L-DKO iNKT cells with key genes highlighted (red). Genes with greater than twofold difference in L-DKO or WT iNKT cells are marked in black and rest in gray. **(C)** Gene expression patterns in L-DKO DP and L-DKO iNKT cells (fold change over corresponding WT cells) for genes that are more than twofold upregulated in L-DKO iNKT cells compared to WT iNKT cells and are part of the iNKT transcriptional program (Msigdb ID: M18517) or inflammatory responses (Msigdb ID: M5913). **(D)** E2A ChIP-Seq peaks in L-DKO DP and L-DKO iNKT samples. Solid black lines underneath the tracks indicate significant (*p*-value less than 10^−5^) peaks called by MACS. Important E2A peaks are highlighted by boxes within each panel. Length of the genome in each panel is indicated on the top right. Numbers at the top of each track indicate the maximum peak height.

### E2A Supports iNKT Cell Fate at the DP Stage through Activation and Collaboration with Relevant Downstream Transcription Factors

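Of the 1516 iNKT peaks, 1050 overlapped a DP peak by at least 1 bp, which is 69.3% (95% Wilson interval 66.9 to 71.5, for counting error only). After the iNKT peaks were moved by a random distance along each chromosome, a mean of 24.2 peaks overlapped a DP peak over 1000 such shifts, and the highest number in any shift was 38. The observed overlap was 43.3 times that mean. When peaks were moved by only 10 to 100 kb, so that they stayed in the same neighborhood, the mean was 80.1 and the fold was 13.1. The setting that changed the share most limited the DP list to its 1516 highest-scoring peaks, and 34.0% of the iNKT peaks then overlapped one. The share rose with the score of the iNKT peak. In the fifth of iNKT peaks with the lowest scores 39.5% overlapped a DP peak (34.1 to 45.1), and in the fifth with the highest scores 90.8% did (87.0 to 93.5). The 466 iNKT peaks that overlapped no DP peak had a median score of 59.2, against 92.9 for those that did. Scores of overlapping peaks had a Spearman correlation of 0.276 over 1050 pairs, with a bootstrap interval of 0.217 to 0.331. This correlation is across peaks, which are not independent replicates. By gene, with each peak given to the nearest transcription start site among the protein-coding genes whose body, 30 kb upstream or 5 kb downstream held its midpoint, 786 genes had a peak in both cell types, 5495 in DP cells only and 170 in iNKT cells only. Of the 956 genes with an iNKT peak, 82.2% thus also had a DP peak.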

We noted that Id-deficient DP cells seemed to upregulate a handful of genes related to the iNKT lineage, and many of the E2A targets in L-DKO iNKT cells were also occupied by E2A in DP cells (Figures 1C,D and 2A). 

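The DP list was 11.6 times as long as the iNKT list (95% interval 11.0 to 12.2), and its peaks covered 19899930 bp against 1673098 bp. At a score of 100 or more, 10981 DP peaks and 555 iNKT peaks remained, a ratio of 19.8, and at 200 or more the numbers were 6842 and 202. The share of peaks that passed these minimums thus differed between the lists, and the ratio depended on the score chosen. The depth of both libraries is unknown, so a difference in the number of peaks cannot be separated from a difference in sequencing. Over all DP peaks, 1051 overlapped an iNKT peak, which is 6.00% (5.65 to 6.36). Among the 10% of DP peaks with the lowest scores the share was 0.741% (0.434 to 1.26), and among the 10% with the highest scores it was 30.8% (28.7 to 33.0). DP peaks that overlapped an iNKT peak had a median score of 1015, against 131 for the 16481 others.

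**Figure D2:**
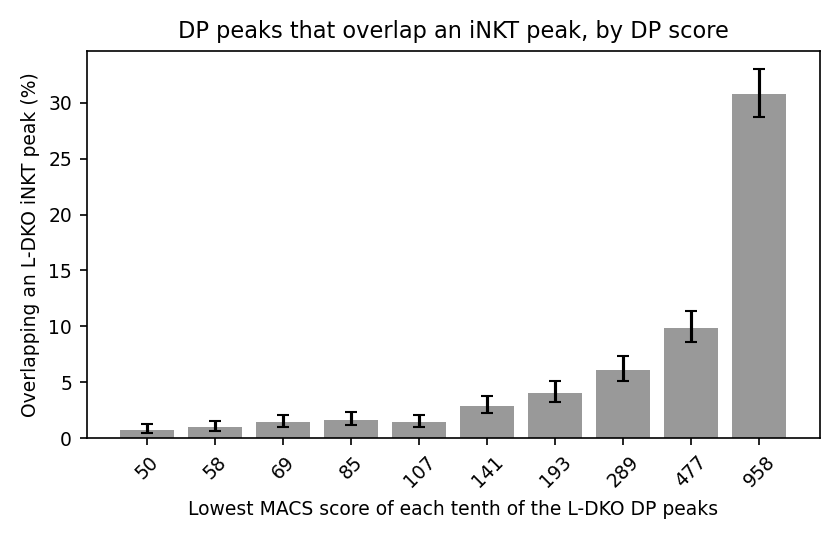
Share of DP peaks that overlap an iNKT peak, for 10 groups of equal size of the DP list ordered by MACS score. The horizontal axis gives the lowest score of each group, bars give the percentage and error bars its 95% Wilson interval. The share was 9.87% in the ninth group and 30.8% in the last.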

The overall number of peaks in L-DKO DP cells was also much greater as compared to iNKT cells (Figure 2A). It is possible that the shared downstream targets are important for driving and sustaining iNKT fate during and after TCR selection. The choice of conventional CD4^+^ and CD8^+^ T cell fate upon TCR selection is determined by the lineage-specific transcription factors ThPOK and RUNX3, respectively (23). Along similar lines, we decided to examine involvement of transcription factors that might cooperate with E2A in differentially promoting iNKT lineage fate choice in DP cells.

**Figure 2:**
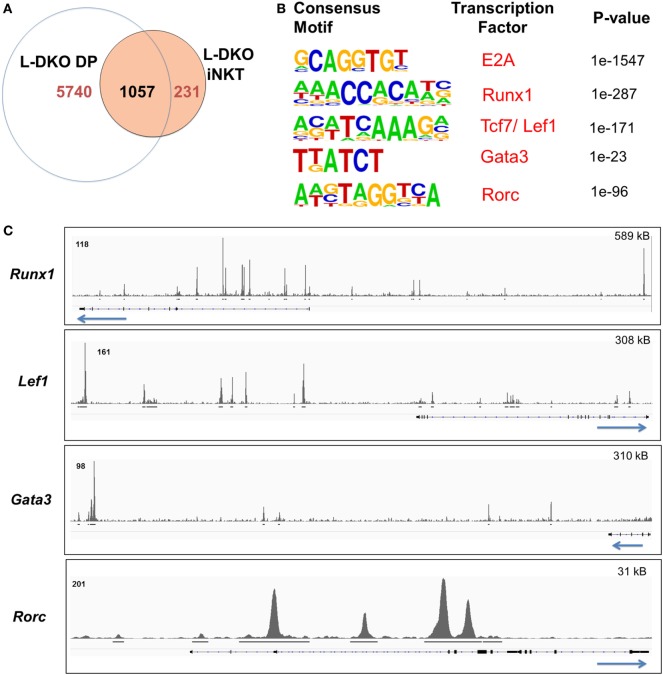
E2A regulates and collaborates with downstream transcription factors to promote the iNKT lineage fate choice at the DP stage. **(A)** Number of genes with E2A binding in L-DKO DP and/or L-DKO iNKT cells. **(B)** *De novo* motif analysis in L-DKO DP cells, with predicted consensus motifs within E2A peaks, corresponding transcription factors, and *p* values. **(C)** E2A peaks in L-DKO DP cells at loci for motifs identified in **(B)**. Solid black lines underneath each track indicate significant (*p*-value less than 10^−5^) peaks called by MACS. Length of the genome depicted in each panel is indicated on the top right. Numbers at the top of each track indicate the maximum peak height.

We used *de novo* motif analysis to predict transcription factors that can bind to regulatory regions of identified ChIP-Seq gene targets. 

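Sequences of the mm9 genome at the peaks were searched for the cores of 4 motifs of Figure 2B on both strands, in a window of 200 bp at each peak's midpoint and in windows of 200 bp lying 2 kb to either side. The midpoint stands in for the summit, which the lists do not give. The E2A core CAGGTG was present at 43.9% of DP midpoints (95% Wilson interval 43.2 to 44.7) and in 15.6% of flanks, a fold of 2.82. At iNKT peaks it was present at 52.8% (50.3 to 55.3) against 14.9%, a fold of 3.54. With the whole peak searched against a flank of the same length, these folds were 1.37 and 1.50. The Runx1 core ACCACA was found at 23.8% of DP midpoints and 15.8% of flanks, and the Tcf7/Lef1 core TCAAAG at 17.4% and 13.8%. At iNKT midpoints these cores were found at 25.3% against 15.6%, and at 19.1% against 13.7%. The Gata3 core TTATCT was less frequent at DP midpoints, with 8.92% (8.50 to 9.35), than in their flanks, with 10.4% (10.1 to 10.8). At iNKT midpoints it was found at 13.6% (12.0 to 15.4) against 11.5% (10.4 to 12.7), and these intervals overlap. The mean GC content was 51.3% at DP midpoints and 46.3% in flanks. Against random windows of the same GC content, a background chosen after the data were seen, the Gata3 core was 1.20 times as frequent at DP midpoints and the E2A core 2.37 times. At iNKT midpoints the Gata3 core was 1.54 times as frequent as in such windows, which held it at 8.82%. This search of fixed cores is not the de novo search of the paper, which used HOMER.

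**Figure D3:**
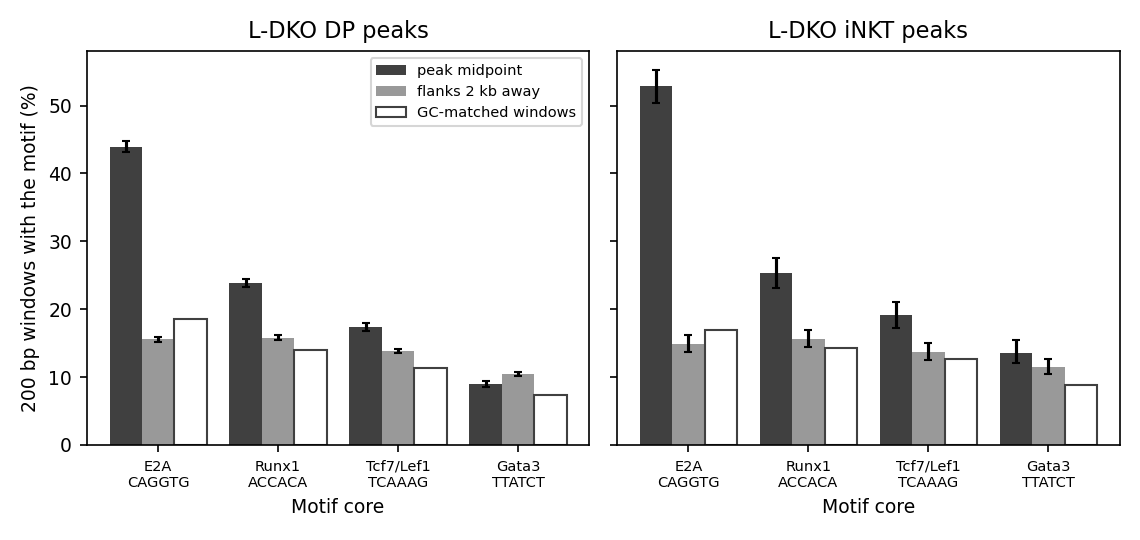
Share of 200 bp windows that hold the core of each motif, for DP and iNKT peaks. Dark bars are peak midpoints, gray bars are flanks 2 kb away and white bars are random windows matched on GC content, and error bars on the dark and gray bars are 95% Wilson intervals. The E2A core stands highest in both lists, at 43.9% and 52.8%.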

Besides the expected binding by E2A, this analysis demonstrated enrichment for RUNX1, TCF7, LEF1, GATA3, and RORγt motifs in our peaks, deeming them as potential partners of E2A in L-DKO DP and iNKT cells (Figure 2B; Figure S1B in Supplementary Material). Furthermore, we found E2A peaks at the genes encoding these transcription factors, indicating that E2A may directly regulate and subsequently collaborate with these factors to modulate gene expression (Figure 2C). These transcription factors have been well documented to play critical roles in iNKT cell development (3, 22, 24). 

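DP cells had E2A peaks within 100 kb of Runx1, Lef1 and Gata3, and the iNKT list had none there. Runx1 lies on the minus strand of chromosome 16 from 92601712 to 92826311, and 14 DP peaks had their midpoints inside it. The highest, in an intron from 92740971 to 92742556, had a score of 1790 and ranked 756 among the DP peaks. A peak over its transcription start site, from 92825406 to 92827013, had a score of 236. Lef1, on the plus strand of chromosome 3 from 130813389 to 130927274, held 10 DP peaks with scores of up to 518. A stronger DP peak, from 130756773 to 130758711 and 55.6 kb upstream of its transcription start site, had a score of 2849. The nearest iNKT peak in a window of 300 kb around Lef1 lay 163 kb upstream, from 130649572 to 130650930, with a score of 144. The paper's Table S3 lists Lef1 as bound in both cell types, in regions it calls immediate downstream and intergenic. The score it gives, 312.35, equals the mean of 144.21 for that distant iNKT peak and 480.49 for a DP peak in an intron of Lef1. No DP peak fell inside Gata3, on chromosome 2 from 9778705 to 9811661. The DP list had 2 peaks within 100 kb of Gata3, with scores of 261 and 252, and 12 within 300 kb. The highest of these, from 9515004 to 9517930, had a score of 1968 and lay 295 kb from the transcription start site on the downstream side.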

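The peak at Zbtb16 shared by both cell types lay in an intron of the gene, which is on the minus strand of chromosome 9 from 48462416 to 48644050. The midpoint of the iNKT peak was 121 kb downstream of the transcription start site, and the other intronic DP peak was 31.2 kb downstream of it. The shared iNKT peak was 1009 bp wide and contained 1 CAGGTG site, at 48523254 to 48523259 within CTTGAGAGCGTCCAGGTGTTCCTCCAAATC. The DP list also had a peak from 48458123 to 48459028, past the end of the gene, with a score of 149.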

RUNX1 has also been recently reported to regulate PLZF kinetics and expression through the *Zbtb16* enhancer region where E2A was bound (Figure 1D) (7). These data suggest that E2A may promote iNKT lineage fate choice in DP cells by activating and collaborating with downstream transcription factors.

### Absence of Id Proteins Promotes Vα14-Jα18 Rearrangement among Preselection DP Cells Independent of CD1d-Mediated Selection

The previous observations suggested regulation of iNKT lineage fate choice at the DP stage. RORγt, which regulates survival of DP cells and, consequently, distal iNKT TCRα (Vα14-Jα18) rearrangement, was also predicted to be a co-factor of E2A in L-DKO DP cells (Figure 2B) (25). Id gene deletion has been reported to lead to prolonged RAG1 and RAG2 expression, and one possible outcome of the persistent expression is a higher frequency of secondary, distal TCRα rearrangements, including the iNKT-specific rearrangement (18). However, we wanted to determine if Id gene deletion also has a specific impact on Vα14-Jα18 rearrangement in DP cells that have not yet undergone TCR selection. We evaluated TCRα usage in L-DKO CD1d^−/−^ mice that lack iNKT cells due to *Cd1d1* and *Cd1d2* deficiency, thereby allowing us to study the impact on TCRα rearrangement independent of CD1d-mediated selection of iNKT cells (26).

We sorted preselection DP (CD4^+^CD8^+^CD69^−^) cells from L-DKO CD1d^−/−^ and CD1d^−/−^ control mice, and sequenced Vα8^+^ and Vα14^+^ populations to compare the Jα diversity among these cells, as indicators of total preselection DP cells and potential iNKT precursors, respectively. We found no difference in the breadth of the Jα repertoire among Vα8^+^ cells in L-DKO CD1d^−/−^ or CD1d^−/−^ control mice (Figure 3). There was also no evidence to suggest increased distal Jα rearrangements in L-DKO CD1d^−/−^ mice as compared to CD1d^−/−^ mice (Figure S2A in Supplementary Material). This implied that the absence of Id proteins did not promote an overall increase in distal Jα rearrangements. However, we did find a preferential increase in the frequency of Jα18 rearrangements among Vα14^+^ cells in L-DKO CD1d^−/−^ mice as compared to CD1d^−/−^ control mice (Figure 3; Figure S2B in Supplementary Material). This increase was found in both productive and non-productive rearrangements, which verified that this outcome was not due to TCR selection (Figure S2C in Supplementary Material). Overall, this indicated that the loss of function of Id proteins causes a specific, CD1d-independent increase in the frequency of preselection DP cells that are eligible for selection into the iNKT lineage. The expression of a Vα14-Jα18 transgene can partially rescue defects in iNKT cell development and lead to an increase in iNKT cells (25, 27). Therefore, the increased bias toward iNKT-specific rearrangement in preselection DP cells is likely to contribute to the increased iNKT population in Id-deficient mice in synergy with additional E2A-mediated transcriptional programs.

**Figure 3:**
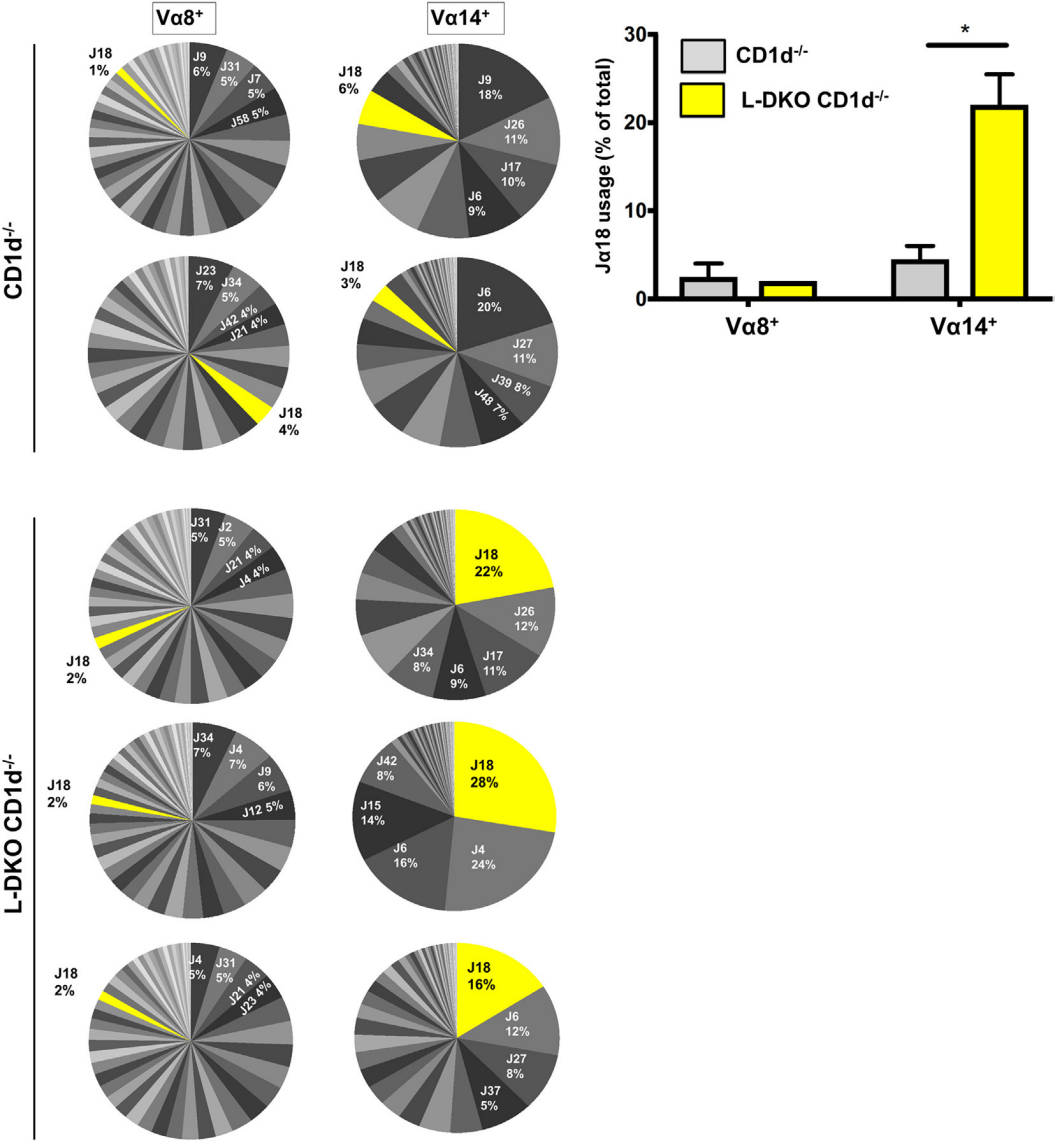
Id2/Id3 deficiency increases Vα14-Jα18 rearrangement in preselection DP pool of CD1d-deficient mice. Jα repertoire for Vα8^+^ (left panel) and Vα14^+^ (center panel) CD4^+^ CD8^+^ CD69^−^ cells in CD1d^−/−^ (*n* = 2) and L-DKO CD1d^−/−^ (*n* = 3) mice. Each pair of Vα8^+^ and Vα14^+^ pie charts represents the repertoire in a single mouse. Percentages represented by top 4 Jα chains, as well as Jα18 are indicated for each mouse. Jα chains are labeled according to new HUGO Gene Nomenclature Committee (TRAJ is abbreviated as J). Average number of total reads for CD1d^−/−^ control mice was 37,936 for Vα8^+^ cells and 27,619 for Vα14^+^ cells. For TKO mice, it was 40,925 for Vα8^+^ cells and 28,758 for Vα14^+^ cells. Bar graph (right) represents summary of Jα18 usage in CD1d^−/−^ and L-DKO CD1d^−/−^ mice. Error bars represent SEM. Statistical significance is represented by *p* values (*<0.05).

### Block in Pre-TCR Signaling Does Not Diminish Expanded iNKT Cell Population

E2A-mediated regulation of iNKT-relevant downstream targets in DP cells, and an early bias in iNKT TCRα rearrangement among preselection cells in our Id-deficient mouse models prompted us to consider the possibility that Id proteins may suppress lineage specification for iNKT cells early in T cell development. Therefore, we decided to investigate if these populations are impacted by the deficiency of Id proteins at the pre-TCR checkpoint (at the DN3 stage), which regulates conventional αβ T cell development. Mice deficient in pre-Tα have restricted T cell development, with the majority of cells blocked at the DN stage (28). pTα^−/−^ mice are also known to completely lack iNKT cells (29). We generated L-DKO pTα^−/−^ mice to examine how blocking pre-TCR signaling impacted the expanded iNKT population in L-DKO mice.

Despite the complete absence of iNKT cells in pTα^−/−^ mice, to our surprise, we found a robust iNKT population in L-DKO pTα^−/−^ mice (Figures 4A–C). These iNKT cells also expressed high levels of PLZF (Figure 4D). It is known that pTα^−/−^ mice have an increase in γδ T cells, and L-DKO pTα^−/−^ mice showed a similar increase in the γδ population compared to WT mice (Figure 4E) (28). However, the γδ T cells in L-DKO pTα^−/−^ mice were predominantly Vγ1.1^+^Vδ6.3^+^ and uniformly upregulated PLZF, reflecting a specific increase in innate-like γδNKT cells in these mice (Figures 4F–I).

**Figure 4:**
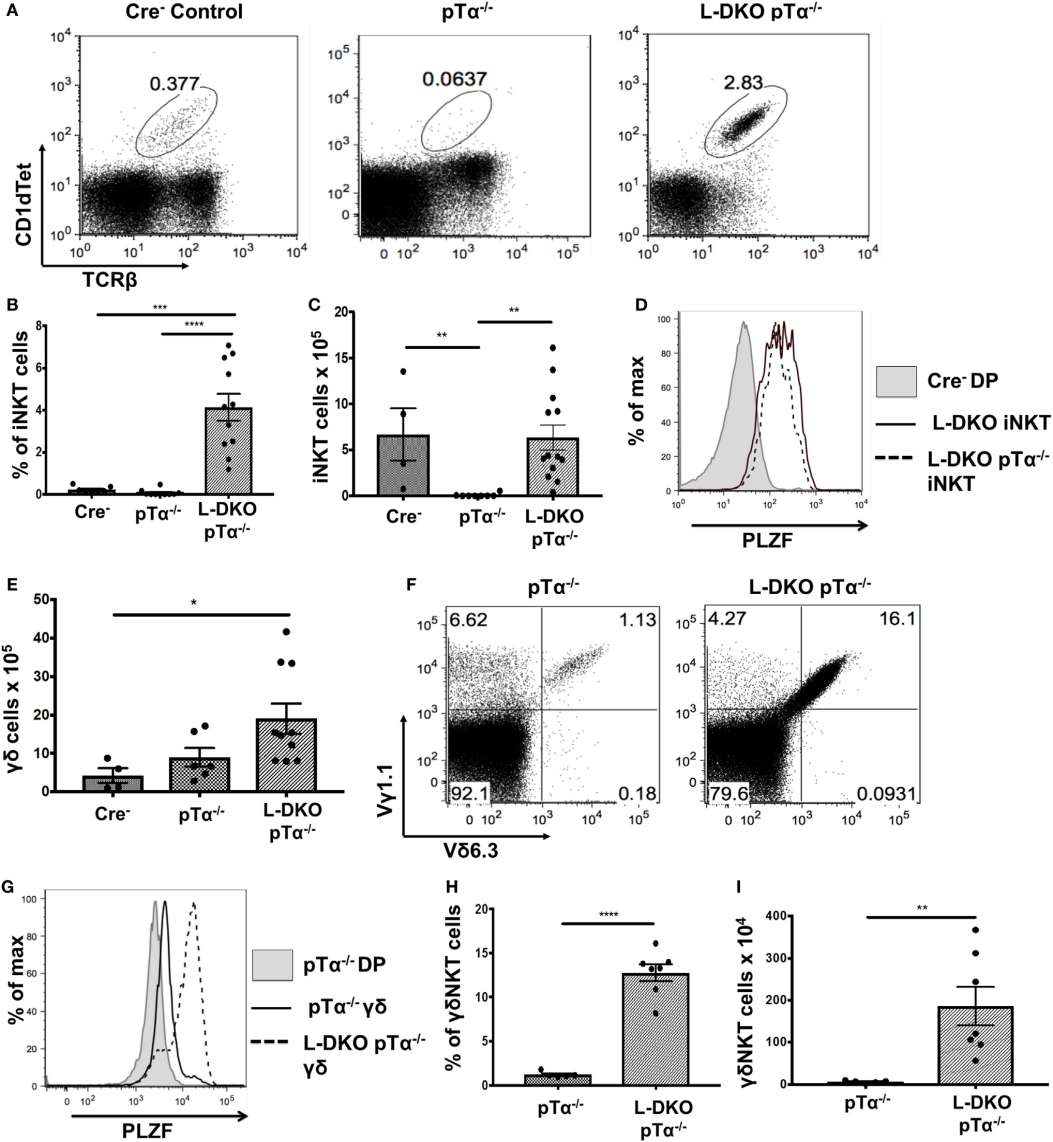
A block in pre-TCR signaling does not arrest enhanced iNKT cell and γδNKT populations in the absence of Id proteins. **(A)** Representative iNKT cells in 3- to 5-week-old Cre^–^ (*n* = 4), pTα^−/−^ (*n* = 10), and L-DKO pTα^−/−^ (*n* = 11) mice. **(B)** Percentage and **(C)** numbers of iNKT cells in 3- to 5-week-old mice. **(D)** Representative promyelocytic zinc finger (PLZF) expression levels in iNKT cells from 3- to 5-week-old Cre^−^ (*n* = 3), L-DKO (*n* = 3), and L-DKO pTα^−/−^ (*n* = 4) mice. **(E)** Total number of γδ T cells in 3- to 5-week-old Cre^−^ (*n* = 4), pTα^−/−^ (*n* = 6), L-DKO pTα^−/−^ (*n* = 10) mice. **(F)** Representative γδNKT (Vγ1.1^+^Vδ6.3^+^) populations in 3- to 5-week-old pTα^−/−^ (*n* = 5), L-DKO pTα^−/−^ (*n* = 7) mice. **(G)** Representative PLZF expression levels in γδ T cells from 3- to 5-week-old Cre^−^ (*n* = 3), L-DKO (*n* = 3), and L-DKO pTα^−/−^ (*n* = 4) mice. **(H)** Percentages and **(I)** numbers of γδNKT cells in mice shown in **(F)**. Error bars represent SEM. Statistical significance is represented by *p* values (*<0.05, **0.005, ***<0.0005, n.s. >0.05).

As expected, L-DKO pTα^−/−^ mice still had a profound block in conventional αβ T cell development due to the lack of pre-TCR signaling (Figures 5A,B). Interestingly, despite the pre-TCR block in L-DKO pTα^−/−^ mice, the deletion of Id proteins seemed to partially rescue the development of DP cells (Figures 5A,C). Upon careful investigation, we found that these DP cells upregulate PLZF (Figure 5D). Our gating strategy excluded iNKT cells recognizing the CD1d tetramer and γδ T cells expressing TCRγδ to ensure that these PLZF^hi^ DP cells are not an artifact of aberrant upregulation of CD4 and CD8 by iNKT or γδNKT cells. Total thymocytes from L-DKO pTα^−/−^ mice also displayed a prevalent innate-like phenotype, as indicated by their PLZF expression pattern (Figure 5E). Thus, blocking conventional αβ T cells with pTα deficiency revealed a pre-TCR independent pathway that drives iNKT and innate-like lineage development in Id2/Id3-deficient mice.

**Figure 5:**
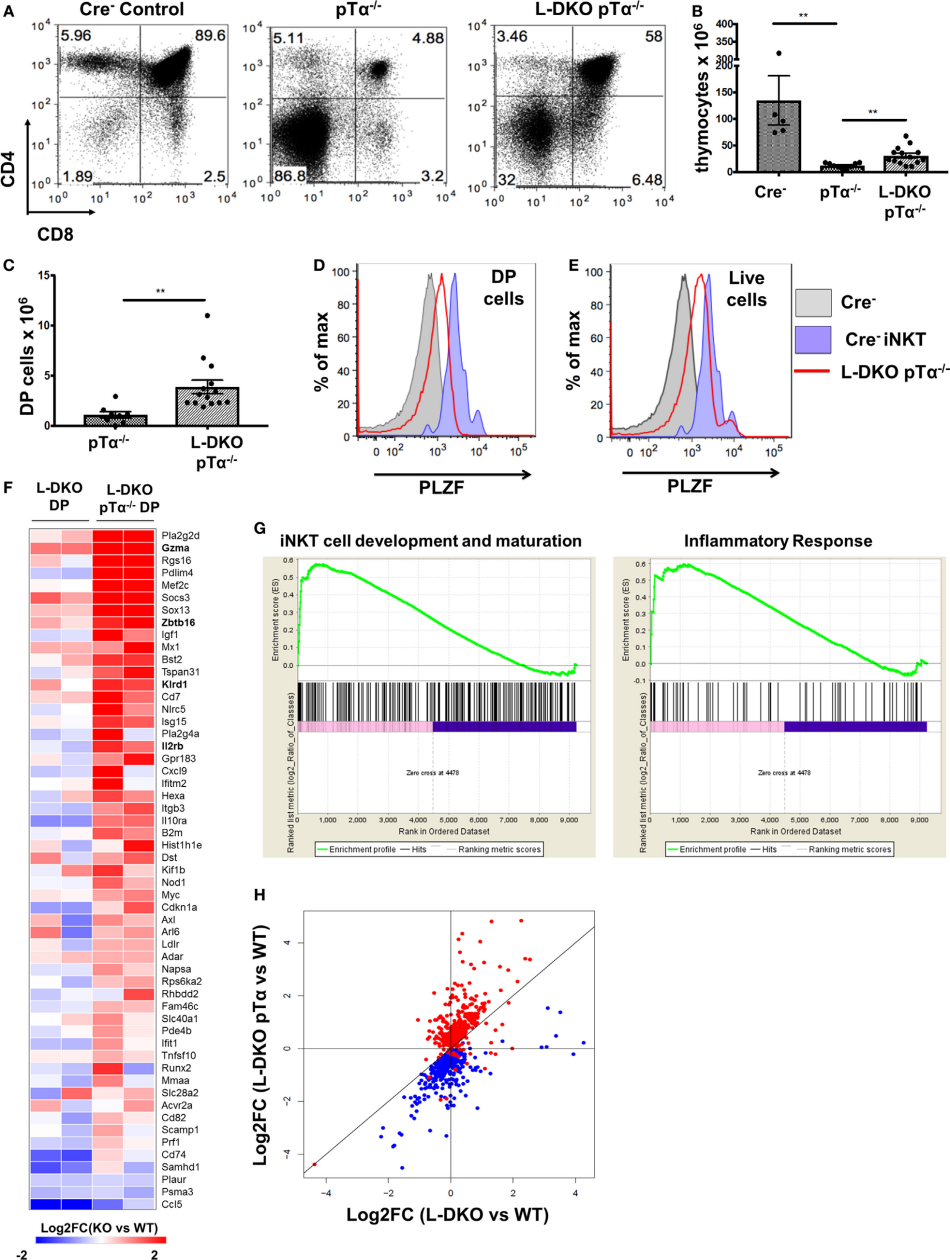
Adoption of innate-like transcriptional program by DP cells in the absence of pre-TCR signaling and Id proteins. **(A)** Representative thymocytes in 3- to 5-week-old Cre^−^, pTα^−/−^, and L-DKO pTα^−/−^ mice as shown by CD4 and CD8 staining. **(B)** Total number of thymocytes in 3- to 5-week-old mice. **(C)** Number of DP cells in mice shown in **(A)**. 5–13 mice included for each genotype shown in **(A–C)**. **(D,E)** Representative promyelocytic zinc finger (PLZF) expression levels in DP cells (CD1dTet^−^ TCRγδ^−^) from 3- to 5-week-old Cre^−^ (solid gray, *n* = 3) and L-DKO pTα^−/−^ (red, *n* = 4) mice and **(E)** total live cells from 3- to 5-week-old Cre^−^ (solid gray, *n* = 3) and L-DKO pTα^−/−^ (red, *n* = 4) mice. PLZF expression in Cre^−^ iNKT cells (purple) is shown as positive control in **(D,E)**. **(F)** Gene expression patterns in L-DKO DP and L-DKO pTα^−/−^ DP cells for genes that are more than twofold upregulated in the latter compared to WT DP cells and are part of the iNKT transcriptional program (Msigdb ID: M18517) or inflammatory responses (Msigdb ID: M5913). **(G)** Enrichment of gene sets in L-DKO pTα^−/−^ DP cells over L-DKO DP cells pertaining to iNKT development and maturation (left), and inflammatory responses (right) using gene set enrichment analysis. Enriched genes from these gene sets are shown in **(F)**. **(H)** Gene expression patterns for genes that are positively (red) or negatively (blue) correlated with Zbtb16 expression. Error bars represent SEM. Statistical significance is represented by *p* values (*<0.05, **<0.005, ***<0.0005, n.s. >0.05).

### Initiation of an Innate-Like Transcriptional Program in the Absence of Id Proteins and Pre-TCR Signaling

Our previous data suggested that pre-TCR signaling and Id protein activity is necessary to enforce conventional T cell fate, such that the absence of both gave rise to predominantly innate-like T cell populations in the thymus. We further verified the innate-like phenotype of PLZF^hi^ DP (CD1dTet^−^ TCRγδ^−^ CD4^+^ CD8^+^) cells in L-DKO pTα^−/−^ mice by RNA-Seq analysis. Gene set enrichment analysis (GSEA) verified enrichment of innate-like genes associated with iNKT cell development and inflammatory responses, including *Zbtb16, Gzma*, and *Il2rb*, to be enriched in L-DKO pTα^−/−^ DP cells compared to both L-DKO DP and WT DP cells (Figures 5F,G) (30, 31). Since genes with similar expression patterns can be expected to function together and/or be involved in similar biological processes, we examined expression patterns for genes that correlated positively or negatively with *Zbtb16* across all samples, including WT, pTα^−/−^, L-DKO, and L-DKO pTα^−/−^ DP cells, to discern innate-like genes (Table S1 in Supplementary Material). We found that most genes positively correlated with *Zbtb16* were specifically upregulated in L-DKO pTα^−/−^ DP cells, whereas most genes negatively correlated with *Zbtb16* were downregulated in these cells (Figure 5H). RNA-Seq analysis of the PLZF^hi^ L-DKO pTα^−/−^ DP cells also revealed these cells had undergone TCRα rearrangement with a fairly broad V-J usage (data not shown). These analyses demonstrate the early initiation and adoption of an innate-like transcriptional program specifically in DP cells that arise in the absence of pre-TCR signaling and Id function in the thymus.

### iNKT Cells Are Transcriptionally More Similar to γδNKT Cells than to Their Conventional αβ Counterparts

In the previous section, our study of L-DKO pTα^−/−^ mice revealed an expansion of both innate-like γδ and iNKT cells. Recent publications have also reported the sharing of transcriptional and effector programs between iNKT cells and γδNKT cells, even though these two lineages are considered to independently diverge at the DP and DN3 stages, respectively (32, 33). Since Id3-deficient (Id3^−/−^) mice support the expansion of innate-like γδNKT cells, we compared WT and Id3^−/−^ γδNKT cells to WT and L-DKO iNKT and DP cells by RNA-Seq (15, 16). Interestingly, both principal component analysis (PCA) and clustering analysis highlighted that iNKT cells are transcriptionally more similar to γδNKT cells than to conventional αβ DP cells, regardless of whether the comparisons were of WT populations or mutant populations (Figure 6A; Figure S3A in Supplementary Material). While there were differences in the gene expression patterns of L-DKO iNKT and Id3^−/−^ γδNKT cells, around 25% of dysregulated genes were similarly affected in both populations (Figures 6B,C). The genes with similar expression patterns, including *Egr2, Slamf6, Rorc*, and *Ifngr1*, were largely specific to the innate-like populations and had distinct expression patterns in L-DKO DP cells (Figure 6C). Given the transcriptional and functional similarities between iNKT and γδNKT cells, and their expansion in Id-deficient mice, we wanted to further examine if Id proteins regulate the lineage competition in these two innate-like populations, by eliminating γδ lineage development and expansion.

**Figure 6:**
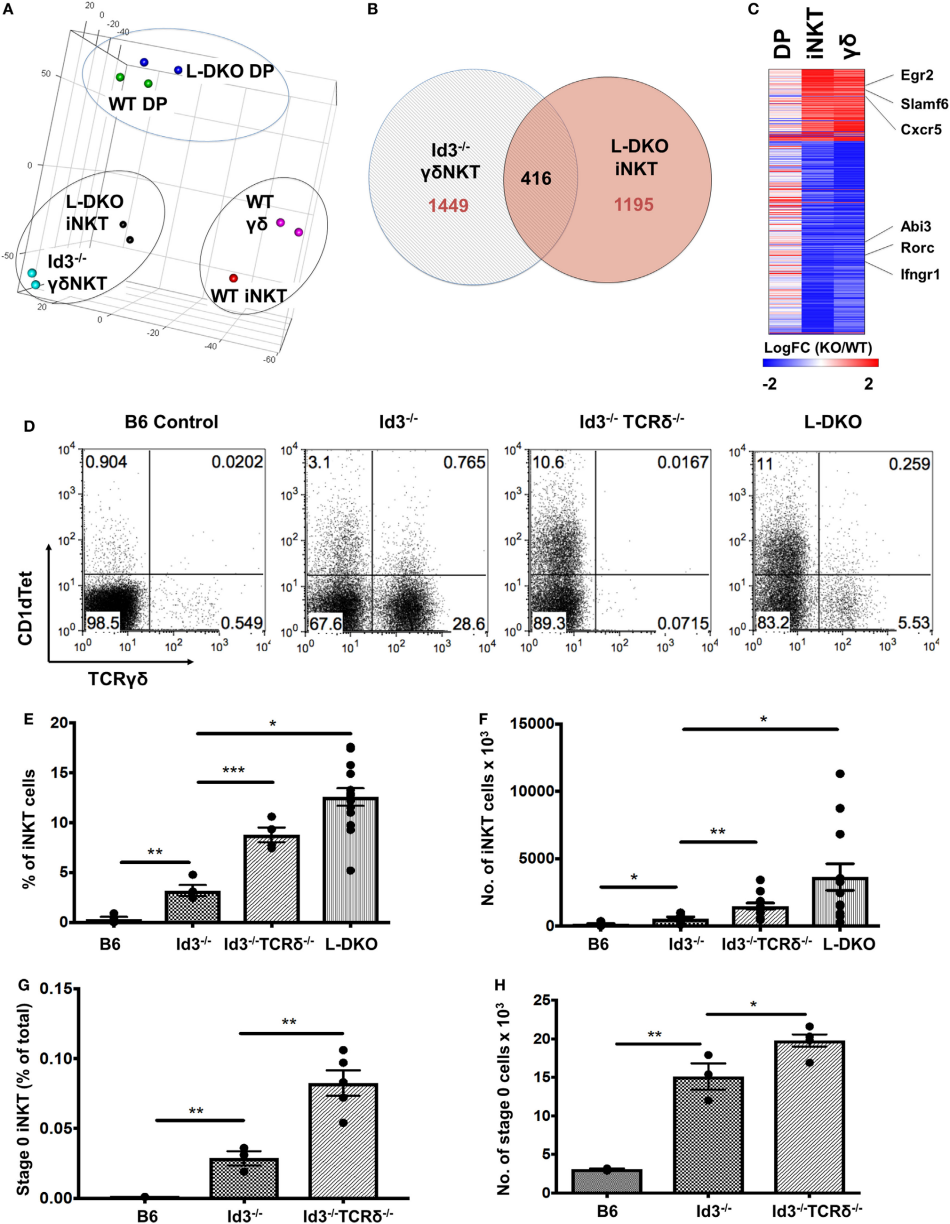
Transcriptional similarity between iNKT and γδNKT cells, whose lineage competition outcome is regulated by Id proteins. **(A)** Principal component analysis of RNA-Seq expression data, with samples grouped according to similarity. **(B)** Genes found to be differentially expressed (fold change >2) in L-DKO iNKT and Id3^−/−^ γδ samples, as compared to their WT counterparts. Numbers indicate unique or shared gene dysregulation between samples. **(C)** Expression patterns of 416 differentially expressed genes identified in **(B)**, in L-DKO DP, L-DKO iNKT, and Id3^−/−^ γδ T cells compared to WT DP, WT iNKT, and WT γδ T cells, respectively. **(D)** Representative distribution of iNKT (CD1dTet^+^) versus γδ T cells in 20-day-old B6 (*n* = 4), Id3^−/−^ (*n* = 4), Id3^−/−^TCRδ^−/−^ (*n* = 4), and L-DKO (*n* = 4) mice. **(E)** Percentage and **(F)** numbers of iNKT cells in 3- to 5-week-old B6 (*n* = 5), Id3^−/−^ (*n* = 7), Id3^−/−^TCRδ^−/−^ (*n* = 13), and L-DKO (*n* = 14) mice. **(G)** Percentage and **(H)** numbers of stage 0 iNKT cells in 2- to 5-week-old B6 (*n* = 3), Id3^−/−^ (*n* = 3), and Id3^−/−^TCRδ^−/−^ (*n* = 5) mice. Error bars represent SEM. Statistical significance is represented by *p* values (*<0.05, **<0.005, ***<0.0005, n.s. >0.05).

We found a significant increase in the iNKT population in Id3^−/−^TCRδ^−/−^ mice as compared to Id3^−/−^ mice (Figures 6D–F). A modest but significant increase was observed in iNKT-committed stage 0 cells, but not in proliferating stage 1 cells (Figures 6G,H). In one study, iNKT cells and γδNKT cells were shown to compete for a thymic niche, based on the reduction in iNKT cells upon expansion of γδNKT cells (34). In contrast, another study has reported that a reduction in iNKT cells does not lead to a corresponding increase in γδNKT cells (35). In order to address this issue, we decided to separate ongoing T cell development from homeostatic expansion associated with void space and examined pre-weaning pups that had not yet undergone full expansion and stabilization of the thymic architecture. A large increase in the iNKT population was observed again in pre-weaning age Id3^−/−^TCRδ^−/−^ mice (Figures S3B,C in Supplementary Material). Age-matched TCRδ^−/−^ mice, which lack total γδ T cells but are wild-type for Id3, did not exhibit a corresponding increase in iNKT cells. These data suggest lineage competition between γδNKT and iNKT lineages in Id-deficient mice.

### E2A Orchestrates a Gene Network that Promotes iNKT and γδNKT Cell Fate in the Absence of Id Proteins

So far, we observed expansion of iNKT, γδNKT, and innate-like DP cells in Id-deficient mice, and our previous results implicated E2A in control of transcription programs that drive iNKT cell development. We wanted to further explore the role of E2A in orchestrating innate-like T cell development. Compared to conventional T cells, however, our understanding of transcriptional programs in innate-like T cells is still in its nascent stages. Currently, PLZF is one of the only well-defined innate-like transcription factors. We, therefore, decided to explore the innate-like transcription program by compiling a reference innate-like gene set from publicly available Immgen data (36).

We hypothesized that genes that are upregulated or downregulated significantly in *both* iNKT and γδNKT cells over other T cell populations in the thymus would be unique to these innate-like lineages and most likely be important for their development and/or function. Our motivation was to delineate genes that are representative of a broad innate-like program, and important for both iNKT and γδNKT cell development, and specifically relevant for stage 0/1 iNKT cells and CD24^hi^ immature γδNKT cells that expand most dramatically in Id-deficient mice (12, 37). Therefore, we compared the gene expression in these WT innate-like T cells against multiple WT conventional T cell populations, including DN3a, DN3b, DN4, DP, post-selection CD4SP, and thymic γδ T cells, as reported in Immgen. This analysis resulted in 189 reference genes, which are significantly overexpressed or repressed in both WT iNKT and γδNKT populations. We added seven other genes to this list that were culled from literature to be important for the development of these populations, but are not significantly overexpressed or repressed in these comparisons (Table S2 in Supplementary Material). It is important to note that our strict criteria would filter out genes important for only one of the populations or for latter stages of maturation and function of either lineage.

When this reference innate-like gene set was compared to the genes identified in our RNA-Seq analysis, we found more than 50% (111 genes) to be dysregulated by at least twofold in either one or both of the cell populations in Id-deficient mice (Figure 7; Table S3 in Supplementary Material). Importantly, E2A directly bound to many (83 of 111 genes) of these differentially expressed reference genes (Table S3 in Supplementary Material). 

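The copy of Table S3 used here lists 110 of the 111 genes that the paper gives, and 106 of them have a protein-coding gene of the same name in the mm9 annotation. Each of these was looked up in both peak lists by position, in the gene body, 30 kb upstream and 5 kb downstream. A DP peak was found at 81 of the 106 genes and an iNKT peak at 24. Among the 81 annotated genes that the table gives as bound, 74 had a DP peak by this rule, and 7 of the 25 that it gives as unbound also had one. None of those 25 had an iNKT peak. The table gives 34 annotated genes as bound in both cell types, and 24 of them had an iNKT peak by this rule. The table gives an average peak score for each bound gene, and these scores were searched for on the gene's chromosome, either as the score of a single DP peak or as the mean of an iNKT and a DP peak that overlap. Of 81 scores, 55 were found, against a mean of 2.00 when all scores were moved by fixed amounts. When the iNKT and the DP peak could lie up to 100 kb apart, anywhere on that chromosome, 74 were found, against a mean of 3.67. With pairs anywhere within 500 kb of the gene, a lookup added after the data were examined, 79 were found, against a mean of 0.333. The highest score in the table, at Dntt, is the paper's 1945, and the single DP peak of that score lay inside the gene on chromosome 19 from 41112608 to 41114548. For Mgst2 the paper's 1782 was that of a DP peak from 51458024 to 51459737 on chromosome 3, which lay 5.40 kb upstream. For Cap2, Slc16a5 and Aff1, which the table lists as bound in both cell types, no single DP peak had the paper's score. Each score was the mean of an iNKT and a DP peak up to 100 kb apart, with 2 such pairs on the chromosome of Cap2, 3 on that of Slc16a5 and 1 on that of Aff1. The Aff1 pair was an iNKT peak with a score of 401 and a DP peak with a score of 2719. No test of enrichment was made, since the table was not complete.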

In order to further delineate the role of E proteins in regulating the developmental programs of iNKT and γδNKT cells through these downstream mediators, we divided the 111 genes into three groups based on their expression profiles in L-DKO iNKT and Id3^−/−^ γδNKT cells (Figure S4 in Supplementary Material). Groups 1 and 2 included “biased” genes that were upregulated or downregulated by a significantly larger fold change in one mutant population as compared to the other, i.e., either in L-DKO iNKT or Id3^−/−^ γδNKT cells, compared to their WT counterparts. On the other hand, group 3 included “common” genes that were significantly and similarly upregulated or downregulated in both innate-like populations (Figure S4 in Supplementary Material; Figure 6C). By combining known interactions between these genes with our RNA-Seq and ChIP-Seq data, we created a network map with the three groups of genes demarcated (Figure 7). The distribution of E2A targets across all three groups strongly supported the role of E2A in orchestrating innate-like T cell developmental programs. 

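DP peaks placed by position were found at genes of each group of Table S3. They were found at 23 of the 35 annotated iNKT-biased genes of group 1, at 40 of the 48 γδNKT-biased genes of group 2 and at 18 of the 23 common genes of group 3. An iNKT peak was found at 9, 9 and 6 genes of these groups. The peaks come from L-DKO DP and iNKT cells, and binding in γδNKT cells is not analysed here.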

Our previous observation of diminished iNKT and γδNKT populations in Id2^f/f^Id3^f/f^E2A^f/f^HEB^f/f^ LckCre^+^ (or Q-KO) mice that lack E protein activity further supports the pivotal role of E proteins in the development of these cells (12).

**Figure 7:**
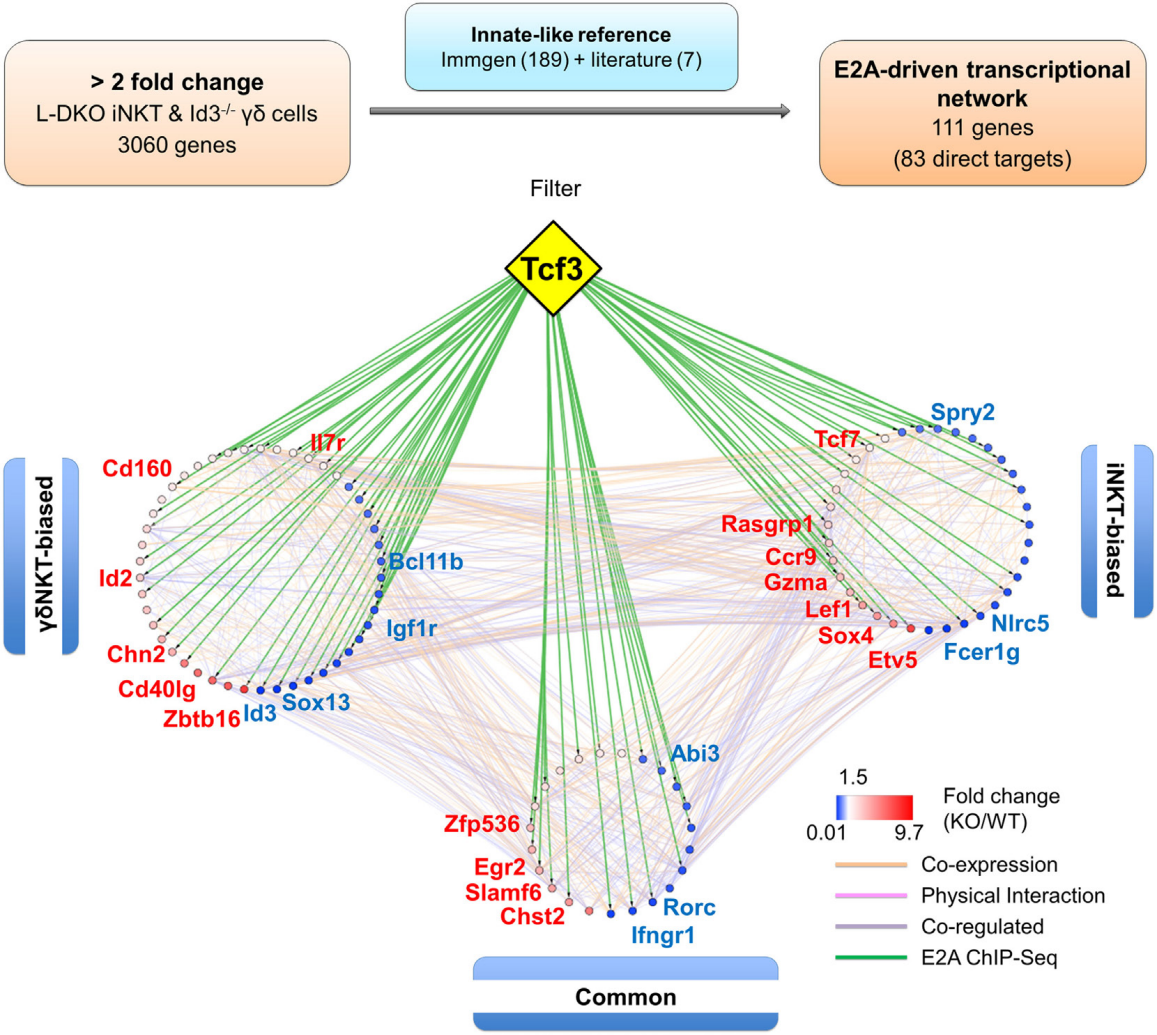
E2A drives a gene network that promotes iNKT and γδNKT fate in the absence of Id proteins. Schematic (top panel) representing the analysis pipeline used to derive the E2A-driven innate-like T cell transcriptional network. Network analysis (lower panel) depicting RNA-Seq expression and E2A ChIP-Seq data for genes part of the innate-like reference gene set. Genes in the “γδNKT-” or “iNKT-biased” groups are colored according to their expression in Id3^−/−^ γδ T cells and L-DKO iNKT cells, respectively. Genes in the “common” group are represented by their average expression in Id3^−/−^ γδ T cells and L-DKO iNKT cells. ChIP-Seq binding of E2A (encoded by Tcf3 gene) to gene targets is represented by green lines. Other interactions between gene targets, classified by GeneMania as co-expression, physical interaction, or co-regulation, are represented by orange, pink, and purple lines, respectively.

## Discussion

iNKT cells are typically described as a lineage developing in parallel to conventional αβ T cells, bifurcating after TCR-mediated selection at the DP stage. In order to investigate the mechanisms by which Id proteins suppress iNKT development, we studied lineage outcomes and transcriptional programs in Id-deficient mouse models that have a marked expansion of iNKT cells. Our study shows that iNKT lineage development can be distinguished from the conventional αβT lineage as early as the pre-TCR checkpoint, albeit in the context of a unique genetic background. The divergence of iNKT and innate-like T cells from conventional T cells prior to TCR selection has also been proposed in other mouse models with physiological levels of E protein activity. A recent study has used fate-mapping and restriction of Rag2 expression to demonstrate an alternate developmental pathway for a subset of the iNKT population, such that these cells do not arise from the conventional DP stage (38). In line with this, we uncovered a pre-TCR independent pathway for the development of iNKT cells using L-DKO pTα^−/−^ mice. It is likely that the depletion of Id proteins unleashes the “early,” pre-TCR-independent developmental program for iNKT and other innate-like T cells, which otherwise occurs at much lower frequencies on a wild-type genetic background. Consequently, we have also observed heterogeneous innate-like αβ T cell lymphomas derived from iNKT, CD1dTet^−^, or T_FH_ cells in Id2/Id3-deficient mice (14, 39). Cumulatively, our findings support a layered (21), rather than a parallel developmental structure that coordinates the distinct fates of iNKT and conventional αβT cells during T cell development in the thymus.

The loss of iNKT cells in L-DKO CD1d^−/−^ mice emphasizes the critical role of the selection step in iNKT cell development (39). However, TCRα repertoire sequencing of preselection DP cells from these mice demonstrated an increased frequency of Vα14-Jα18 rearrangements, suggesting that the lack of Id proteins can promote iNKT-specific rearrangements prior to, and independent of their selection. It remains to be determined if E2A can regulate the timing or outcomes of TCRα rearrangement to favor expression of the iNKT TCR. The combined genome-wide binding and transcriptional data revealed E2A-mediated transcription programs that support the development of γδNKT and iNKT lineages, providing a direct explanation to the several previous reports of expansion of iNKT and innate-like populations in the absence of Id proteins. This analysis identified E2A as an upstream regulator of genes critical for iNKT and γδNKT lineage differentiation, including *Zbtb16, Slamf6*, and *Egr2* (40–42). 

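At Slamf6, on the plus strand of chromosome 1 from 173847646 to 173879083, an iNKT peak from 173845719 to 173846686 had a score of 55.9 and ranked 1227 in its list. Its midpoint lay 1.44 kb upstream of the transcription start site, and the nearest E-box to it was CAGGTG at 173846371 to 173846376 in TGAGGTTACTGACAGGTGCACGGATGAGGG. It overlapped a DP peak from 173846109 to 173846735 with a score of 88.4. A stronger DP peak, from 173848530 to 173850320 in an intron, had a score of 1388 and ranked 1101. Egr2, on the plus strand of chromosome 10 from 66998223 to 67004936, had 1 DP peak inside it, from 66998697 to 67000541, with a score of 162. A stronger DP peak, from 67011780 to 67012896, had a score of 571 and lay 7.4 kb past the end of the gene. The gene rule gave that peak to Ado. The iNKT list had no peak within 300 kb of Egr2.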

Genes that are associated with iNKT1 and iNKT17 cytokine profiles, such as *Ifngr1* and *Rorc*, were found to be significantly downregulated in both Id3^−/−^ γδNKT and L-DKO iNKT cells, supporting the involvement of E2A in preferentially driving iNKT2 and γδNKT lineage development in the absence of Id proteins. Our data also serves as a framework and repository to add new genes as they are increasingly identified by our group and others to be important for innate-like T cell development and effector functions.

Although innate-like T cells represent only a small fraction of the thymic population, their indispensable roles in mounting rapid immune responses in different contexts warrants a holistic understanding of the regulation of their concurrent development with conventional T cells in the thymus. Here, we characterized E2A-driven transcription programs that promote innate-like T cell development prior to TCR selection and independent of pre-TCR signaling, which are otherwise suppressed by Id proteins. Not surprisingly, phylogenetic analysis of innate-like T cells and their associated transcription factors indicates that these cells emerged much earlier than conventional T cells in the course of evolution (21, 43). Hence, we propose that innate-like lineage specification precedes conventional αβ T cells in the thymus and that evolutionary pressures necessitated Id-mediated suppression to ensure the predominance of conventional αβ T cells. Our data also suggest that Id proteins are potent suppressors of iNKT cell fate at the pre-TCR checkpoint.

## Materials and Methods

### Mice

Id2^f/f^Id3^f/f^LckCre^+^ (L-DKO), Id3^−/−^, and Id3^−/−^ TCRδ^−/−^ mice were generated as previously described (12, 44). CD1d^−/−^ mice were purchased from Jackson Laboratory (Strain 008881) and bred with L-DKO mice to generate L-DKO CD1d^−/−^ mice. L-DKO pTα^−/−^ mice were generated by breeding L-DKO mice with pTα^−/−^ mice (28), which were a generous gift from David L. Weist (Fox Chase Cancer Center, Philadelphia, PA, USA). All mice were bred in a specific pathogen-free facility of Duke University Division of Laboratory Animal Resources, and all procedures were performed according to protocols approved by the Institutional Animal Care and Use Committee.

### Cell Sorting and RNA Extraction

All cells were sorted in FACS buffer using a MoFlo XDP cell sorter. Total mRNA from sorted cells was extracted using an RNAqueous Kit (Life Technology) according to manufacturer’s protocol.

### ChIP-Seq Analysis

26 × 10^6^ iNKT and 30 × 10^6^ DP cells were sorted and pooled from multiple L-DKO mice for the E2A ChiP-Seq analysis. iNKT (CD1dTet^+^ TCRβ^+^) and DP (CD1dTet^−^ CD4^+^ CD8^+^) cells were sorted from 3- to 5-week-old L-DKO mice. Cells were fixed with 1% formaldehyde and 1.5 mM EGS [ethylene glycol-bis(succinic acid N-hydroxysuccinimide ester)]. Crosslinked cells were lysed, nuclei were extracted, and sonicated using Bioruptor Plus (Diagenode) and immunoprecipitated with E2A (V-18, Santa Cruz Biotechnology, Lot G0814) antibody. After elution and reverse crosslinking, RNA and proteins were digested, followed by DNA purification using a ChIP DNA Clean and Concentrator kit (Zymoresearch). Libraries were prepared with the NEBNext primer set, which included applying ChIP DNA to end repair, A-tailing, adapter ligation, and PCR amplification. Samples were cleaned and size selected by 8% PAGE or AMPure beads (Agencourt). Sequencing was done on HiSeq4000 platform (Illumina).

ChIP-Seq sequenced reads were aligned to the mm9 genome using Bowtie (45) software (version 1.1.2, parameters: -chunkmbs 128 -mm -m1 -best -strata -p4 -S -q). Peaks were called using MACS (46) (version 1.4.2, default parameters). Peaks were then annotated by the NGS: Peak Annotation tool on Nebula (47). Bed and wiggle files were generated by MACS for visualization using the Integrative Genomic Viewer (48). *De novo* motif analysis was done using the findmotifs.pl program with HOMER (49) (v4.7.2, 50, or 200 bp within each peak).

### RNA-Seq Analysis

iNKT (CD1dTet^+^ TCRβ^+^), γδNKT (TCRγδ^+^ CD3^+^), and DP (TCRγδ^−^ CD4^+^ CD8^+^) cells were sorted from 4- to 5-week-old WT (total 2 × 10^5^ γδ T, 2 × 10^5^ iNKT cells, 2 × 10^6^ DP cells), Id3^−/−^ (total 15 × 10^6^ γδ T cells), or L-DKO (total 15 × 10^6^ iNKT cells, 15 × 10^6^ DP cells) mice. After RNA extraction using the RNAqueous kit, and quality was assessed using the Agilent Bioanalyzer RNA Pico chip. Ribosomal RNA was depleted using the RiboErase method from Kapa Biosystems. In short, 1 μg of total RNA was hybridized with 1 μg of hybridization oligos tiling the 18s, 28s, 5.8s, and mitochondrial rRNA sequences. Each sample was then RNaseH treated to degrade complementary rRNA sequence. The product was cleaned and purified using 2.2× AMPure beads (Agencourt). The cleaned product was DNase treated to degrade the DNA oligo mix. The remaining rRNA depleted samples were then purified using 2.2× AMPure XP beads. The Kapa Stranded RNA-Seq Kit was used to generate stranded Illumina sequencing libraries (Kapa Biosystems). RNA from was fragmented at 94°C for 6 min. Briefly, RNA was hybridized to random primers, followed by first-strand cDNA synthesis, second-strand cDNA synthesis with marking, A-tailing, ligation of Illumina paired-end adapters with 8 bp barcodes, and nine cycles of PCR amplification. Reactions were purified with Agencourt AMPure XP beads where necessary. Libraries were multiplexed in equimolar amounts, and sequenced as paired-end 50-bp reads using a HiSeq2500 platform (Illumina).

A second, independent round of RNA-Seq was done with DP (TCRγδ^−^ CD4^+^ CD8^+^) cells sorted from 5 weeks old WT (9 × 10^5^ cells), pTαKO (4.5 × 10^5^ cells), L-DKO (9 × 10^5^ cells), and L-DKO pTαKO (9 × 10^5^ cells) mice. 150 bp paired-end sequencing was done on the HiSeq2500 platform (Illumina).

RNA-Seq sequencing reads were first trimmed using Trimmomatic (50). Read alignment was done using Tophat and expression quantification was done using Cufflinks (51). Log2-transformed FPKM (fragments per kilobase exon-model per million reads mapped) were used for downstream analyses. Further filtering of low quality genes, PCA, statistical analysis, and visualizations were done using R (52). Pathway analysis was done using the Molecular Signatures Database (MSigDB) v5.2 (53).

### TCRα Repertoire Sequencing

Preselection DP (CD4^+^ CD8^+^ CD69^−^) cells were sorted from 3- to 4-week-old CD1d^−/−^ or TKO mice. RNA was extracted from sorted cells, and reverse transcribed into cDNA by murine leukemia virus reverse transcriptase (Life Technology). Sequences specific for Vα8^+^ and Vα14^+^ cells were isolated and amplified using nested PCR with Vα-specific and Cα primers, followed by indexed Vα primers. Barcoded sequences were finally amplified with common adapter-specific primers, gel purified, and sequenced using Ion Torrent technology (Applied Biosystems). All TCR repertoire analysis was done using IMGT HighV-QUEST and its statistical tool with default parameters (54).

### Flow Cytometry

Surface marker antibodies were used according to manufacturer’s protocol (Biolegend). Intracellular staining with PLZF antibody (eBioscience) was done using the Foxp3 staining buffer kit (eBioscience). CD1d tetramers were received from the Tetramer Facility of the National Institutes of Health. Stained samples were run on a FACSCanto II machine (BD Biosciences) and data was further analyzed with FlowJo software (Tree Star). Bar graphs were drawn using GraphPad Prism (GraphPad Software). Two-tailed student’s *t*-test was used for statistics, with *p*-values less than 0.05 considered significant.

### Innate Gene Signature and Network Analysis

Raw microarray expression data was requested and downloaded from Immgen for selected subsets: preT_DN3A_Th (DN3a), preT_DN3B_Th (DN3b), T_DN4_Th (DN4), T_DP_Th (DP), T_4SP69+_Th (post-selection CD4SP), NKT_44-NK1_1-_Th (stage 0 and 1 iNKT cells), Tgd_Th (total thymic γδ T cells), Tgd_vg1 + vd6 + 24ahi_Th (immature Vγ1.1Vδ6.3 cells). Average gene expression among DN3a, DN3b, DN4, DP, and CD4SP cells was assumed to be the reference conventional αβ T cell population. Total thymic γδ T cells were considered as reference for conventional γδ T cell population. Fold change in expression for iNKT and γδNKT cells was calculated with respect to the reference conventional αβ and γδ T cell populations, respectively. Genes that had more than 1.5-fold upregulation or 0.6-fold downregulation among both iNKT and γδNKT cells were considered to represent the “innate-like gene signature.” These moderately relaxed fold change parameters allowed us to ensure that maximal numbers of appropriate genes were captured in this analysis. 189 genes were, therefore, identified from these specific expression patterns among WT iNKT and γδNKT cells. Additionally, we also included seven other genes—*Tcf3* (E2A), *Id2, Id3, Lef1, Sox13, Blk*, and *Sox4—*which have been reported to play important roles in iNKT and γδNKT lineage development, but did not have expression patterns that fit our criteria, i.e., being significantly upregulated or downregulated in both cell types as compared to reference populations. The total 197 genes constituted our innate-like gene signature, derived from Immgen and literature.

111 of the 197 signature genes were found to be dysregulated in Id3^−/−^ γδ and/or in L-DKO iNKT cells. Other known interactions between these 111 genes were retrieved from GeneMania (55). 83 of the 111 genes were also identified as E2A targets, which had E2A binding to the enhancer, promoter, intragenic, intergenic, or downstream regions of these genes, as annotated by Nebula. These interactions, ChIP-Seq targets, and gene expression patterns of the 111 genes were represented as a network using Cytoscape3.4.0 (56).

### Gene Set Enrichment Analysis

The GSEA (53, 57) desktop application (v2.0) was used to analyze the log2FPKM expression patterns in L-DKO and L-DKO pTα DP samples. 9,245 genes that were unchanged in L-DKO DP samples as compared to WT DP samples were included in this analysis. Enrichment in L-DKO pTα DP samples over L-DKO samples was determined using weighted, log2 (ratio of classes) parameters and 1,000 permutations. The iNKT development and maturation gene set (31) (Msigdb gene set M18517) and inflammatory responses gene sets (Msigdb gene set M5932) were downloaded from Msigdb and used as is.

### Correlation Analysis

To determine correlation with Zbtb16 expression, Pearson and Spearman correlation coefficients were determined for all genes across six samples, including replicates of WT DP, pTαKO DP, L-DKO pTαKO DP, and L-DKO DP, as derived from RNA-Seq analysis. Genes with both coefficients greater than or equal to 0.7 were considered to be positively correlated, and those with both coefficients less than or equal to −0.7 were considered to be negatively correlated with Zbtb16 expression. Scatter plots were generated using a custom R script.

### Data and Materials Availability

Complete E2A ChIP-Seq and RNA-Seq data can be accessed from NCBI GEO using the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ebgrcmaefjmzlmr&acc=GSE89849.

## Ethics Statement

All mice were bred in a specific pathogen-free facility of Duke University Division of Laboratory Animal Resources, and all procedures were performed according to protocols approved by the Institutional Animal Care and Use Committee.

## Author Contributions

Conceptualization and writing—original draft: SR and YZ. Methodology: SR, AM, and YZ. Software: SR, AR, LL, and DR. Investigation: SR, AM, CL, and YZ. Formal analysis: SR. Writing—review and editing: SR, AM, CM, SD, and YZ. Funding acquisition: CM and YZ. Resources and supervision: SD, CM, and YZ.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

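E2A binding was measured by ChIP-Seq in DP and iNKT cells sorted from the thymus of L-DKO mice, with 1 E2A library and 1 input library per cell type. According to the paper's methods, the authors aligned reads to mm9 with Bowtie 1.1.2, keeping reads with a single best position, and called peaks with MACS 1.4.2 at default settings. The sample records list an input for each cell type, and the names of the deposited lists, 1 per cell type, give them as E2A against input. The deposited values are a position and a score per peak. The authors' score is 10 times the negative log10 of the p-value that MACS gave. A score of exactly 3100, which many peaks share, may not be such a value. The reads, the inputs and the coverage are not analysed here. Because reads with several equally good positions were discarded, repeated sequence that the assembly holds in several copies is under-represented in the peaks. A sequence that the assembly holds once and the mouse genome many times is not removed by this filter.

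The peak lists give no read counts, so the depth of each library is unknown and no value could be scaled for it. The number of peaks and their scores both depend on depth. Scores were used to rank, describe or filter peaks within a list. They were not compared as amounts between lists. With 1 library per cell type there is no replicate error, no test between cell types was made, and intervals are for counting error only (95% Wilson intervals for shares, and bootstrap intervals with 2000 resamples for correlations and differences of medians).

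The lists were compared by position, with an overlap of at least 1 bp. The overlap was set beside 1000 random shifts of the iNKT peaks along each chromosome. Genes and exons came from GENCODE release M1 on NCBIM37, which is the same assembly as mm9. A peak was given to the protein-coding gene with the nearest transcription start site among those whose body, 30 kb upstream or 5 kb downstream held the peak's midpoint. Motif cores were searched on both strands in 200 bp at the peak midpoint and in flanks 2 kb away. The copy number of each peak's sequence was the median number of times its words of 31 bases occurred in the assembly. The settings by which this was done were chosen before the data were examined, together with the alternatives, except for the inclusion of all gene types, the background matched on GC content and the lookup of pairs within 500 kb of a gene, which were added afterwards. The functions for overlap, gene assignment, motif search and copy number were tested on simulated data, and 8 of 8 checks recovered the simulated values exactly.

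The genes named in the text are those whose E2A binding the paper names (Tcf7, Gzma, Sox4, Zbtb16, Runx1, Lef1, Gata3, Egr2, Slamf6 and Ifngr1), Id2, Id3 and Tcf3, the 5 genes with the highest scores in Table S3 and the 5 highest peaks of each list. Other peaks that are named were chosen after their values were seen. Comparisons of ranks between lists and the tests on copy number and motif arrays were set up, and in part reworded or replaced, after the lists had been explored. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, numba 0.67.0 and samtools 1.23.1. Another gene under this rule, with its motif, is not reported here. RNA-Seq results of the paper and the motif search with HOMER are not analysed here.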

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

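The only test in this part, of copy number for the chromosome 9 peaks, was chosen before its result was seen. The peaks themselves were picked out because they lie outside the loci that the paper discusses and stand highest in the lists, or cluster.

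The iNKT list had 14 peaks in the first 50 kb of chromosome 9 sequence, between 2999906 and 3038759, with scores from 74.0 to 1452. The DP list had 4 peaks there. Of the iNKT peaks, 10 overlapped no DP peak, and all 14 together contained 1 CAGGTG site. If the cluster comes from repeated sequence, words of 31 bases from these peaks should occur several times in the assembly. Their median copy number was 10.75, so repeated sequence is a candidate explanation. A biological difference between the cell types at these peaks was not tested.

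The highest score of the iNKT list, 3100, was shared by 4 peaks. A pair of them lay next to each other on chromosome 11, from 45047456 to 45050212 and from 45050227 to 45052687, 617 and 614 kb upstream of Clint1, the nearest protein-coding gene. They overlapped DP peaks with scores of 484 and 268. Their median copy number in the assembly was 1. The third, from 116665249 to 116666775 on chromosome 12, lay 363 kb from Ighv1-73, had a copy number of 2 and held neither CAGGTG nor CAGCTG. The DP peak that it overlapped had a score of 2999. No explanation was tested for these peaks.

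The fourth peak with a score of 3100 lay from 103381608 to 103383033 on the X chromosome, over the promoter of Pgk1, with its midpoint 0.118 kb upstream of the transcription start site. It held no CAGGTG site and 1 CAGCTG site, and its copy number in the assembly was 1. Copies that the mice carry outside the assembly, such as any copy of this promoter in a targeted allele, are not counted by this number, and their effect on the score is not known. A DP peak at the same place also had a score of 3100. No explanation was tested for it.

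The iNKT peak with the highest score among those that overlapped no DP peak had a score of 1085. It lay in an intron of Sec14l5, on chromosome 16 from 5165642 to 5167236, held 1 CAGGTG site and had a copy number of 1. No explanation was tested for this peak, and without a replicate its absence from the DP list has no error.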

How the results depend on the processing

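Alternatives gave 56 values of 19 results. Only 7 of these results have a direction that could reverse (the ratio of peak numbers, the folds, the differences in median score and the correlation), and none of their 18 alternative values reversed it. Of the 56 values, 50 were set before the data were examined and 6 were chosen after seeing the data. In all, 20 stayed within the counting interval, or within 1.5 times a count, and 36 moved. Limiting the lists to chromosomes 1 to 19 and X removed no peak, because neither list has others, and its 5 values therefore say nothing about stability. Where a cause is not named, the cause was not tested.

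With a minimum score of 100, the numbers of peaks fell to 10981 in DP and 555 in iNKT cells and their ratio rose to 19.8, and with 200 they were 6842, 202 and 33.9. The numbers of peaks fall by construction, and the ratio does not. At 100, the median widths rose to 1161 bp in DP and 1227 bp in iNKT cells. The share of iNKT peaks that overlap a DP peak became 83.1% at 100 and 80.7% at 200, and the share of DP peaks that overlap an iNKT peak 4.18% and 2.38%. The difference in median score between shared and unshared peaks became 24.5 for iNKT and 1468 for DP peaks, and the correlation of scores 0.201.

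With an overlap of at least 50% of each peak, 56.4% of iNKT and 4.88% of DP peaks were shared, and the differences in median score were 28.2 and 681. With the DP list limited to as many peaks as the iNKT list, the share of iNKT peaks fell to 34.0%, since fewer DP peaks could be met, and the share of DP peaks rose to 33.6%, since only those with the highest scores were kept. The fold over shifted positions was 87.2 with an overlap of at least 50% of the iNKT peak and 13.1 with shifts of 10 to 100 kb. All of these folds stayed far above 1.

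With genes taken only where a transcription start site lay within 5 kb, 3406 genes had a peak in DP cells only, 162 in both and 41 in iNKT cells only, since only 25.2% of DP peaks and 13.9% of iNKT peaks could then be given to a gene.

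The E2A core was present at 13.7% of DP and 20.1% of iNKT peaks in windows of 50 bp, and at 79.0% and 80.9% of whole peaks, which follows from the length searched. Its fold over the background was 3.53 and 5.68 in windows of 50 bp, 1.37 and 1.50 over whole peaks, and 2.37 and 3.11 against windows matched on GC content, a background chosen after the data were seen.

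The unknown depth limits every result that rests on a peak not being called, such as the iNKT-only and DP-only groups. No paired analysis was possible because each cell type has 1 library.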

Differences from the paper's values

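The 3 numbers of genes in Fig. 2A differed by no more than 1.5 times from those found here under the main setting. Against the 83 bound genes of the paper's text, 81 genes of Table S3 had a DP peak by position. These are not the same genes, since 7 of the 81 are given as unbound in the table, and 74 of its 81 annotated bound genes had a DP peak. The statistics of the motifs in Fig. 2B were not compared. Of the 81 scores of Table S3 that were looked up, 55 were found under the main setting and 74 when the iNKT and the DP peak could lie up to 100 kb apart. With pairs anywhere within 500 kb of the gene, a lookup added after the data were examined, 79 were found. The numbers of genes in DP cells only, in both and in iNKT cells only were 5495, 786 and 170, against the paper's about 5700, about 1100 and about 230 in Fig. 2A, read by eye. Among the alternatives set before the data were examined, the nearest gene at any distance gave 5863, 1043 and 240, and a transcription start site within 5 kb gave 3406, 162 and 41, which differ from the paper's by more than 1.5 times.

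The paper describes strong binding at the genes of Fig. 1D. At Tcf7, Gzma and Sox4 the iNKT peaks ranked 65, 285 and 227 of 1516, and the DP peaks that they overlap ranked 27, 1899 and 27 of 17532. At Zbtb16 the iNKT peak ranked 1311 of 1516 and the DP peaks inside the gene ranked 16462 and 16822, while a DP peak past the end of the gene ranked 8427.

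Fig. 2B of the paper lists Gata3 among the enriched motifs of DP cells. The core TTATCT was found at 8.92% of DP midpoints and 10.4% of flanks, and against windows matched on GC content, a background chosen after the data were seen, at 1.20 times the background.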

Other observations

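Of the tests in this part, the tests of copy number for iNKT peaks without a DP peak and for peaks with many CAGGTG sites, and the test of GC content, were chosen before their results were seen. The tests of the calling threshold, of the motif in iNKT-only peaks, of sensitivity, of both explanations for the differently ranked pairs and of motif arrays in iNKT cells were chosen only after the result was seen. After the results were seen, both explanations of the differently ranked pairs were left open where they had been taken as excluded. The preference for motif arrays, first taken as excluded and then left open from ranks, was tested again on all DP peaks. Copy numbers count only repeats that the assembly holds in several places.

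The iNKT list had 466 peaks that overlapped no DP peak. Repeated sequence in the assembly was argued against as their main source, since 7.08% of them had a copy number of 2 or more (5.09 to 9.78), though this was above the 1.52% of the other iNKT peaks. Binding without the E2A motif was argued against as the source of all of them, since CAGGTG was present at 35.2% of their midpoints (31.0 to 39.6) and 11.5% of their flanks. It stays open for part of them, since the core was present at 60.7% of the midpoints of the shared iNKT peaks (57.7 to 63.6). Of these peaks, 84.5% had a score under 100, against 54.0% of the shared iNKT peaks, so peaks near the calling threshold are a candidate explanation for most of them. Repeated sequence was more frequent among the 72 peaks with a score of 100 or more, where 11 had a copy number of 2 or more, or 15.3% (8.75 to 25.3), against 2.48% of the shared iNKT peaks with such scores (1.43 to 4.29). Binding in iNKT cells only was not tested, and it stays open for the other 61. This count was made after the scores and copy numbers had been seen.

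The iNKT list was shorter, and 30.8% of the 10% of DP peaks with the highest scores overlapped an iNKT peak, against 0.741% of the 10% with the lowest. Lower sensitivity of the iNKT library would give such a rise, and so would binding that is lost first at weaker sites. These cannot be told apart because the depth of the libraries is not known.

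Ranks did not match at every locus. Of the 140 overlapping pairs in the top 10% of the iNKT list, 11 had a DP peak in the lower 50% of the DP list. A copy number of 2 or more was found for 4 of them, or 36.4%, among which were pairs at the chromosome 9 cluster and at 98506238 to 98507901 on chromosome 2. The 95% Wilson interval of 15.2 to 64.6 leaves open whether repeated sequence in the assembly accounts for most of them, since the pairs are too few. The other 7 lay outside such sequence, and a uniform lower sensitivity of the iNKT library would not reorder peaks. Without a replicate the spread of a rank is not known, so these cannot be told apart from chance or from a difference between the inputs. Among the 7, chosen after their values were seen, a peak in an intron of Camta1, from 151103836 to 151106185 on chromosome 4, ranked 35 in the iNKT list and 9053 in the DP list. A peak 18.8 kb downstream of the Il10 transcription start site, from 132934446 to 132936046 on chromosome 1, ranked 42 and 10341. A peak in an intron of Celf2, from 6832636 to 6833672 on chromosome 2, ranked 88 and 15898.

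The Camta1 peak held 18 CAGGTG sites. Peaks with 10 or more such sites made up 3.56% of the iNKT list (2.74 to 4.62) and 0.878% of the DP list (0.751 to 1.03). Of the 208 such peaks in both lists, 3.85% had a copy number of 2 or more (1.96 to 7.40). Many of them overlap between the lists, and of the 165 distinct sites 4.24% had such a copy number (2.07 to 8.50), which argues against repeated sequence in the assembly as their source. A hypothesis was that E2A binding in iNKT cells favours such arrays. Of the 154 DP peaks with 10 or more sites, 55 overlapped an iNKT peak, or 35.7% (28.6 to 43.5). In 10000 random draws of DP peaks with fewer sites, taken from the same 10 groups of DP score and 3 groups of width, the median share was 11.0%, with 95% of draws between 7.14 and 15.6%. Higher DP scores or widths in these groups thus do not account for the share. Binding that favours arrays in iNKT cells is a candidate explanation. The draws were not matched on the number of sites below 10. CAGGTG was present at 54.3% of the midpoints of shared DP peaks and at 43.3% of those of the other DP peaks. The draws therefore cannot tell a preference for arrays from one for peaks with any CAGGTG site. Among the 44 overlapping pairs with 10 or more sites, the median percentile in the iNKT list was 58.9, within the 40.7 to 63.8 of 95% of draws of pairs with like DP scores. This second comparison holds only peaks that were called in both lists, so it decides nothing about the preference. A difference between the inputs, and copies of these arrays that the assembly does not hold, were not tested and stay open.

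The core TTATCT was less frequent at DP midpoints than in flanks, by a fold of 0.854. GC content is a candidate explanation, since against windows of the same GC content the fold was 1.20.

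Promoters, within 1 kb of a transcription start site, held 13.7% of DP peaks (13.2 to 14.2), 7.24% of the shared iNKT peaks (5.82 to 8.97) and 2.79% of the iNKT-only peaks (1.64 to 4.71).

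Near the Id genes, whose deletion defines the L-DKO mice, the DP list had 21 peaks within 100 kb of Id3 and 13 within 100 kb of Id2, and the iNKT list had 5 and 1. The highest iNKT peak near Id3, from 135644209 to 135646700 on chromosome 4 and 54.0 kb upstream, had a score of 375 and ranked 85. Tcf3, which encodes E2A, had a DP peak with a score of 72.4 whose midpoint lay 0.431 kb upstream, and no iNKT peak within 300 kb. At Ifngr1 the DP list had 8 peaks by the gene rule, with scores of up to 1374, and the iNKT list had none within 100 kb.

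By score alone, the 5 highest DP peaks had values from 3214 to 3225. Whether they rank above the 258 DP peaks at exactly 3100 in p-value is not known. Of the 5, 3 overlapped an iNKT peak. They lay in an intron of Arf3, from 98573551 to 98575433 on chromosome 15 (iNKT score 2394), 63.6 kb upstream of Gm10260, from 98593294 to 98594981 on chromosome 13 (76.6), and 124 kb upstream of Kcnh8, from 52739990 to 52742059 on chromosome 17 (108). The others lay in an intron of Aes, from 81022339 to 81024863 on chromosome 10, and in an intron of B230120H23Rik, from 72235964 to 72240369 on chromosome 2. The iNKT peak that ranked 5 lay 10.7 kb upstream of Twsg1, from 66310250 to 66312197 on chromosome 17, with a score of 2972 and 10 CAGGTG sites, and overlapped a DP peak with a score of 374.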
